A study of Mus musculus with 6 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

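The series holds 6 bisulfite amplicon libraries of caRNA from mES cells, 3 WT and 3 Tet2 KO, grouped by the genotype and replicate number in their titles. The authors trimmed adapters with cutadapt, took a molecular identifier from the second read, aligned the reads to mm10 with HISAT-3n in a C-to-T mode that keeps the strand, and kept proper pairs without soft clipping. They removed reads with many unconverted cytosines, which limits how many sites a single read can support, and called m5C sites with a binomial test. The deposited file lists those sites by chromosome, position and strand. It gives 0 columns of values per sample. Whether calls from genotypes or replicates were pooled, and whether the list was narrowed by a comparison of genotypes, is not stated.

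The tests planned before the data were examined needed a methylation level or coverage for each genotype. They were the number of sites that differ between Tet2 KO and WT, the share higher in Tet2 KO, the median difference, the difference by repeat family and the number of sites per genotype. None was computed, since the list gives positions only. The planned rule for naming sites ranked them by their increase or decrease in Tet2 KO and could not be applied for the same reason. The tests reported here were chosen after the list had been seen.

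The coordinate convention was checked against the base at each position of the reference. Each site's context was the 21 nt centred on it on its own strand. Genomic copies of a context were all exact matches, on both strands of chromosomes 1 to 19, X and Y of GRCm38, after C was read as T in both, and a copy entered a comparison only where its central base was C. For single contexts, copies of the unconverted sequence were also counted and are named as such. For the sites named in genes, converted copies with either C or T at the centre were counted, since bisulfite reads cannot tell these apart by an unmethylated base. Over all contexts there were 599816 converted copies with a C at the centre, the set used in the comparisons. In the comparisons with copies, as many copies were drawn per context as were listed, 10000 times. This treats each copy as equally likely to be transcribed, amplified and aligned. Uniqueness was scored on 151 nt around the site with C read as T. Sequence groups joined sites sharing a stretch of 16 nt within 60 nt, and aligned positions followed from the shared stretches. Gene overlap used the comprehensive GENCODE vM21 annotation and bedtools 2.31.1. Shares have 95% Wilson intervals. Permutation tests were two-sided except for the chi-square over chromosomes, and Benjamini-Hochberg adjustment was made within each family of comparisons. The draws treat sites as independent, although sites in near-identical copies and neighbouring sites are not. Numpy 2.4.6, scipy 1.17.1 and numba 0.67.0 were used.

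The steps were tested on simulated data. The search found 300 of 300 planted copies, the grouping placed 100 of 100 windows in their group and at their aligned position, and the matched draws passed 0.05 in 7 of 200 runs with no effect and in 200 of 200 runs with one. The simulated sites were independent, unlike neighbouring sites of the list, so these rates need not hold for the data. The simulated groups were unrelated random sequences, so wrong merging of groups was not tested. Alternatives were an unconverted context, a 31-nt context, the first site of each cluster, leaving out chromosome 11, sequence group 1, sequence group 2 or both groups, the basic gene annotation, and windows of 30 and 100 nt. Read depth is unknown, so no precision from coverage can be given. Repeat families were not annotated. The study's primer sequences were matched to the genome at an early stage. That match was then set aside, because those sequences are outside the deposited data, and it gives no value here. Its outcome was known when the tests were chosen: the recurring position of sequence group 2 lay at a base that a reverse transcription primer itself carries as the complement of C, many sites of group 1 lay just past the end of such a primer, and a minority of all sites lay between primers. The sites were not filtered by this, so each share and test includes such positions.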

Results

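Cytosine methylation (m5C) was profiled in chromatin-associated RNA (caRNA), the RNA that stays with chromatin when nuclei are fractionated, from mouse embryonic stem cells (mES cells). TET2 is an enzyme that oxidizes 5-methylcytosine, and the series compares wild-type (WT) cells with cells that lack it (Tet2 KO). There were 6 libraries, 3 from WT and 3 from Tet2 KO cells. Each was made by ultrafast bisulfite treatment, in which unmethylated C is read as T and m5C stays C, followed by amplification of selected repeat RNAs. The question behind the design was whether m5C in repeat RNA rises when TET2 is lost. The values analysed here are a single list of m5C positions for the whole series, which its label ties to Tet2 KO against WT. Whether it holds all called positions or those picked by that comparison is not stated. A listed position carries no methylation level, read coverage, p-value, library or genotype, so the depth is unknown. The Tet2 KO and WT libraries were therefore not compared, and no replicate error can be attached to any value. Most listed positions lie in or directly beside the sequence of amplification primers and were not separated from the rest. At a base that a primer itself carries, the C read is the primer's and not the RNA's, and for positions just beyond a primer the reason for the call is open. A listed site is therefore a position in the authors' list, not a measured methylated base. The comparisons below set the listed sites against the reference genome, and the intervals given cover counting of sites only.

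The list held 1092 sites in the mm10 build (GRCm38). With the listed coordinate read as 1-based, 1092 of 1092 sites fell on a C of the listed strand (100%, 95% Wilson interval 99.6 to 100). Read as a 0-based start, 192 sites did (17.6%, 15.4 to 20.0). The sites lay in repeats in the sense that 1086 of them were in soft-masked sequence of the reference (99.5%, 98.8 to 99.7). Sites on the same strand within 200 nt of each other formed 861 clusters. Of these clusters, 661 held 1 site (76.8%, 73.8 to 79.5) and the most crowded held 4. In the 200 clusters with more than 1 site, 423 of 431 sites lay within 20 nt of another (98.1%). Random cytosines of the same stretches gave a mean of 35.4% over 1000 draws (two-sided permutation p = 0.002, the smallest these draws can give). Not all of those cytosines need have been covered by reads, and many sites lie in or beside primers. The test therefore cannot separate closeness of the sites from where sites could be called.

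Sites were grouped by the sequence around them. When sites sharing 16 nt within 60 nt were joined, 16 sequence groups resulted, of which 7 had at least 5 sites and 13 sites lay outside those 7. Group 1 held 669 sites (61.3% of the list), group 2 held 217 (19.9%), group 3 held 94 (8.61%), group 4 held 45 (4.12%) and group 5 held 38 (3.48%). Sites were joined in chains, so members of a group need not share a stretch with each other. A group may therefore hold more than 1 kind of repeat, and aligned positions can rest on intermediate sites. Repeat family names were not assigned to the groups.

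**Figure D1:**
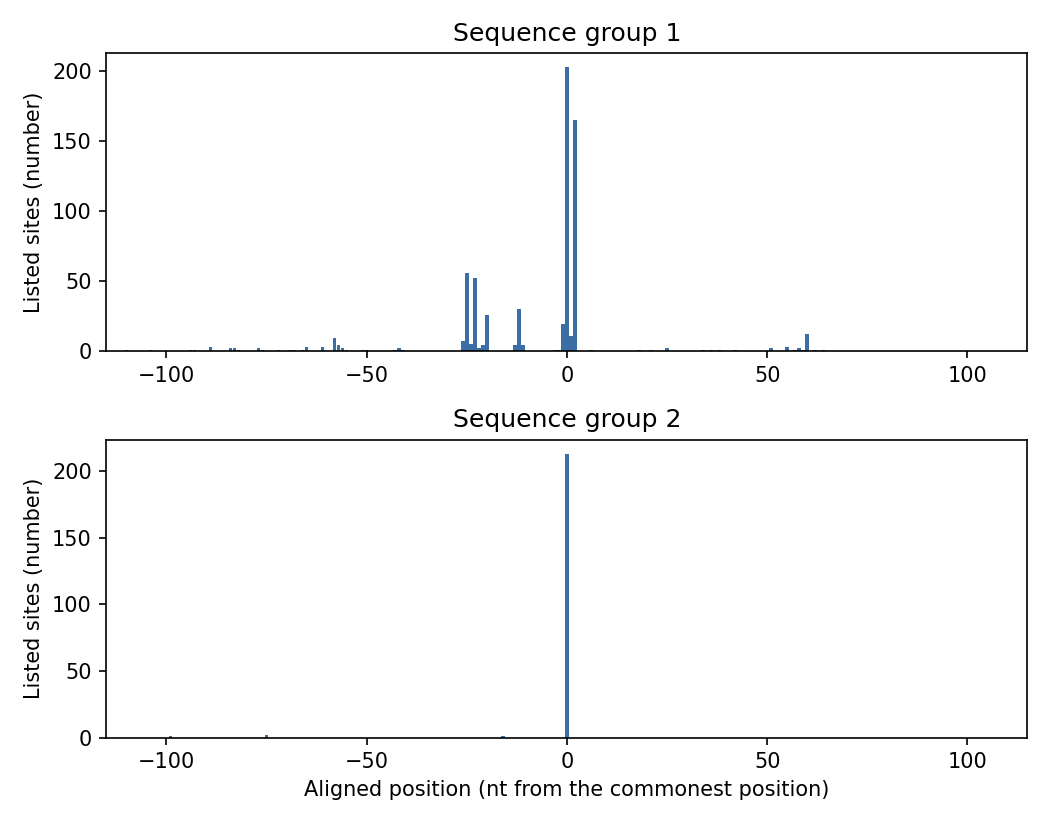
Number of listed sites (vertical axis) at each aligned position (horizontal axis, nt from the commonest position of the group) in sequence groups 1 and 2. In group 2 a single position holds 213 of 217 sites, and in group 1 the highest bars hold 203 and 165 sites.

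Within the groups, the sites recurred at a few aligned positions. In group 2, 213 of 217 sites lay at the same aligned position (98.2%, 95.4 to 99.3). In group 1, 203 of 669 sites shared the commonest position (30.3%, 27.0 to 33.9) and 165 sites lay 2 nt further along the RNA. The recurring position of group 2 falls within a primer sequence of the study, and many group 1 sites fall just beyond the end of one. This limit applies to the recurrence, the shared contexts and the shares of copies listed that follow. In group 3 the commonest position held 8 of 94 sites (8.51%, 4.38 to 15.9), spread over 49 positions in all. The 21-nt contexts centred on the sites told the same in another way. The 1092 sites had 381 distinct contexts, and the 25 contexts shared by at least 5 sites held 639 sites (58.5%, 55.6 to 61.4). A comparison was made with cytosines within 60 nt, although reads need not have covered all of them. When each site was replaced by a random cytosine within 60 nt, a mean of 37.8% of positions had a context shared that widely (1000 draws, two-sided permutation p = 0.002). The alternative that moved this share most left out sequence groups 1 and 2 and gave 5.83%.

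The commonest context, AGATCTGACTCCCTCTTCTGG in group 1, belonged to 86 sites. In unconverted sequence it occurred 8126 times in the genome, and 1.06% of these copies were listed (0.858 to 1.31). With C read as T there were 9918 copies with a C at the centre, of which 98 were listed (0.988%, 0.812 to 1.20). The commonest context of group 2, GATTAAAGAACTCGCCGAGTC, belonged to 59 sites among 71 unconverted genomic copies (83.1%, 72.7 to 90.1), at the position that falls within a primer sequence. With C read as T, 94 of 170 copies were listed (55.3%, 47.8 to 62.6). Around those 59 sites, 236 other cytosines lay within 10 nt on the same strand and 0 of them were listed. Around the 86 sites of the commonest group 1 context, 85 of 516 such cytosines were listed (16.5%). Over the 25 shared contexts, 352 of 3312 neighbouring cytosines were listed (10.6%, 9.62 to 11.7). A cytosine near more than 1 such site was counted each time, so the interval treats repeated counts as independent. A base under a primer is read from the primer, and how many neighbours lay under primers is not given. The neighbour counts, including the 0 of group 2, therefore do not measure methylation beside the sites.

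The strand of the sites was compared with that of genomic copies of the same sequence. In all, 633 sites were on the plus strand (58.0%, 55.0 to 60.9) and 459 on the minus strand. As many copies drawn at random per context, with C read as T and a C at the centre, were on the plus strand in 49.1% of cases on average (10000 draws, two-sided permutation p = 0.0002, the smallest they can give, adjusted p = 0.0004 over 4 comparisons with copies). In group 2 the plus strand held 153 of 217 sites (70.5%) against 47.1% of copies (adjusted p = 0.0005 over 5 groups by permutation). In group 1 it held 57.4% against 50.4% (adjusted permutation p = 0.0005). In group 5 it held 28.9% against 46.8% (adjusted permutation p = 0.02), so the difference ran the other way. Several minus-strand sites of group 5 lay near each other on chromosomes 5 and 9, and the draws treated them as independent. The p-value for group 5 may therefore be too small. Without groups 1 and 2, the plus strand held 46.6% of sites against 46.8% of copies (permutation p = 1), so the excess rests on those groups. In groups 3 and 4 the difference was within the spread of the draws (adjusted permutation p = 1 and 0.441).

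**Figure D2:**
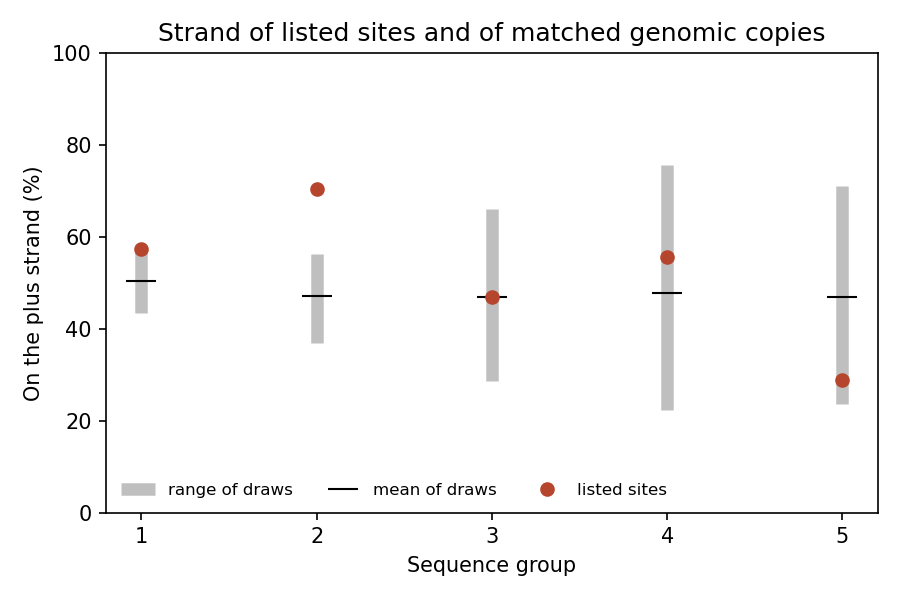
Percentage of listed sites on the plus strand (points, vertical axis) in sequence groups 1 to 5 (horizontal axis), with the mean (dash) and full range (grey bar) of random genomic copies of the same contexts. The points of groups 1 and 2 lie above the range of the draws.

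Sites were then placed on the GENCODE vM21 annotation. A gene on either strand covered 538 sites (49.3%, 46.3 to 52.2), against 44.7% of matched copies (permutation p = 0.0004, adjusted p = 0.00053). Without sequence group 1 the share was 27.4%, and the difference from matched copies was no longer past the threshold. Without groups 1 and 2 it was 31.1%, below the 31.4% of matched copies. The sense strand of a gene held 230 sites (21.1%) against 18.8% of matched copies (permutation p = 0.048, adjusted p = 0.048). That difference was lost under 7 of the 8 alternatives tried, and without groups 1 and 2 the share was 14.6%, below the 15.7% of matched copies. Introns held 516 sites (47.3%), untranslated regions (UTRs) 8 (0.733%, 0.372 to 1.44) and exons of non-coding transcripts 14 (1.28%, 0.765 to 2.14). Of the 1092 sites, 0 lay in coding sequence, which allows a share of up to 0.351% by the Wilson interval.

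The sites named next were picked after the list had been seen, as examples of exonic positions. In Cxcr2, the site at chromosome 1, position 74159997, plus strand, lay in a UTR on the sense strand, in the context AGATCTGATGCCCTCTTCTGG, which has 18078 genomic copies when C is read as T. In Glg1, the site at chromosome 8, position 111155350, minus strand, lay in a UTR on the sense strand, in the context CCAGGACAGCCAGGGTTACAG, which has 2646 such copies. In Zfp410 on chromosome 12, minus strand, the sites at 84330275, 84330975 and 84330977 lay in a UTR antisense to the gene. Reads of contexts with many copies can be hard to place, so the gene assigned to such a site is uncertain.

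Counts per chromosome ran from 6 on Y to 79 on 11, or 0.654 to 6.47 sites per 10 Mb. Matched copies gave a mean of 15.5 sites on Y (6 to 29 in the draws) and 73.4 on 11 (45 to 103). The count on Y thus equalled the lowest of the draws. Over all chromosomes the departure from matched copies was within the spread of the draws (chi-square 24.5 against a mean of 16.8 in the draws, permutation p = 0.0855).

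**Figure D3:**
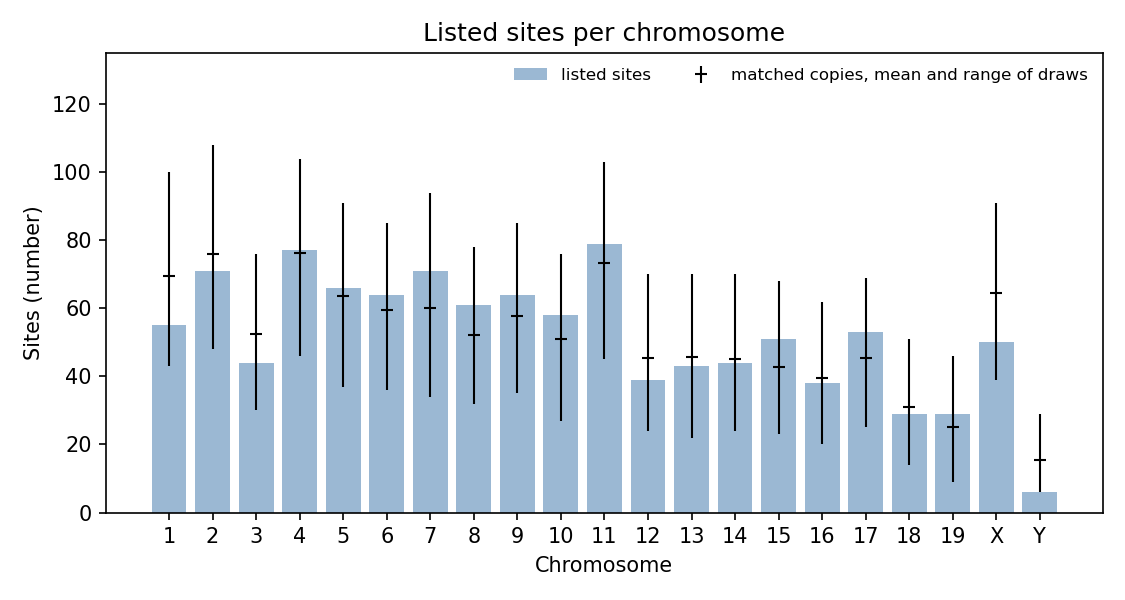
Listed sites per chromosome (bars, number of sites on the vertical axis) with the mean and full range of random genomic copies of the same contexts (dash and line). The bar of chromosome 11 is the highest, with 79 sites.

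The base after each site was compared with that after random cytosines, using 1 site for each of the 381 contexts. G followed in 71 contexts (18.6%), against a mean of 7.67% for random cytosines within 60 nt (10000 draws, permutation p = 0.0002, adjusted p = 0.0003 over 3 features). NGGG followed in 15 contexts (3.94% against 1.17%, adjusted permutation p = 0.0003). Without sequence group 1 the NGGG share was 1.81%, within the spread of the draws. CTCCA began at 3 contexts (0.787% against 0.173%, adjusted permutation p = 0.053). Counted over sites, 429 of the 1092 were followed by T (39.3%) and 127 by G (11.6%).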

Values the study reported

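The study took 7 nucleotides as the molecular identifier of each read pair and classed a position as an m5C site where the binomial P value was below 0.01.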

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

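All alternatives below were chosen after seeing the data. Those planned beforehand concerned coverage minimums, pseudocounts, replicates and the level of m5C, and were not run because the list has no levels or coverage. No paired analysis was possible because the list carries no value for any library. Of 58 values under alternatives, 43 kept their direction and their side of 0.05.

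Leaving out sequence groups 1 and 2 together changed the most results. The share on the plus strand was then 46.6%, just below matched copies, so the excess rests on those groups, although it stayed past 0.05 when either was left out alone. The share on the sense strand of a gene was 14.6% and the share in a gene 31.1%, both below matched copies. The share of contexts followed by NGGG was 1.95%, no longer past 0.05, and CTCCA began at 0% of contexts, below the random cytosines.

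The share of sites on the sense strand of a gene stayed at 21.1% with the unconverted context and the 31-nt context, but was no longer past 0.05 because the copies compared with changed. It was 19.0% with the first site of each cluster, 20.7% without chromosome 11, 10.9% without sequence group 1 and 24.5% without sequence group 2, in each case not past 0.05. Without sequence group 1, the share of sites in a gene was 27.4% and the share of contexts followed by NGGG was 1.81%, both no longer past 0.05. The share of contexts starting CTCCA was 0.829% without chromosome 11, past 0.05, and 0% without sequence group 1, below the random cytosines. The cause was not tested. The share of contexts followed by G, the share of shared contexts and the share of windows identical in another copy kept their direction and stayed past 0.05 under each alternative run for them.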

Other observations

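Most tests in this part were chosen after the result was seen. The exceptions are those on identical copies and on chromosomes. The list gives no genotype, so no explanation by Tet2 KO was tested. Base context and gene strand were tested as properties of the listed positions.

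The recurrence of sites at the same context exceeded that of random cytosines within 60 nt, which averaged 37.8%. Position by chance among all those cytosines therefore does not account for it. Which of them reads covered is unknown, so chance among the covered cytosines of near-identical copies is not excluded. Reads shared between identical copies are a candidate source of part of the recurrence. Of the 1092 sites, 446 (40.8%) had a 151-nt converted window identical to that of another copy, against 29.6% of matched copies (permutation p = 0.0002, the smallest the draws can give). The window is not the stretch that reads covered, so how far shared reads account for the pattern stays open. A base carried by an amplification primer is another technical explanation. In group 2, 213 of 217 sites share a position and 0 of 236 nearby cytosines were listed around the commonest context. That position lies where a primer of the study carries the complement of C, so a C is read there whether or not the RNA is methylated, and the list cannot show methylation at it. Many sites of group 1 lie just past the end of a primer, and why they were called stays open. These placements come from a match of the primers that was set aside and gives no value here, so the share of the recurrence due to primers is not given.

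The excess on the plus strand was not matched by the copies, of which 49.1% were on that strand. Without sequence groups 1 and 2 the share was 46.6% against 46.8% of copies, so the excess rests on groups with many sites in or beside primers. A choice among identical copies during alignment cannot be told apart from other causes. Sites whose 151-nt window is found once had 57.6% on the plus strand against 49.5% of copies, but reads need not have covered that window. The strand on which the repeats are transcribed was not measured.

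The number of copies on each chromosome may account for the spread of sites over chromosomes (permutation p = 0.0855), although the count on Y equalled the lowest of the draws. Among sites in genes, 42.8% were on the sense strand against 41.8% of matched copies in genes (permutation p = 0.665). The draws ran from 34.6 to 49.6%, so no preference for the sense strand within genes was seen, but a modest one is left open.

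A G after the site was more common than after random cytosines, in 18.6% of contexts, and so was NGGG, in 3.94%. CTCCA, at 0.787%, was not past the threshold. The random cytosines lay within 60 nt and need not have been covered by reads. Near-identical contexts are not independent, and the NGGG difference rests on sequence group 1, so these are hypotheses about the listed positions, which include those in or beside primers.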
